A study of Homo sapiens with 30 samples.

How the data were processed

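PRO-seq libraries of A549 cells were analysed from the gene counts and comparison tables that the authors deposited. Groups and replicate numbers were taken from the sample labels, which give 15 groups of 2 samples. Reads were not reprocessed, and the aligner, the feature type, the use of strand and the genome build are stated neither in the labels used here nor in the file headers. The name of the deposited count table gives featureCounts as the counting program, without a version or settings. The deposited count table holds whole-number counts for 58780 genes, not normalised. All 58780 gene identifiers match GENCODE 29, which supplied coordinates and gene types, and 36049 genes carry a name in the table itself. The others were named from GENCODE 29.

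The authors also deposited 14 comparison tables against untreated cells, of 28873 genes each, with DESeq2 column names per the file headers and DESeq2 in their names. Their mean signal per gene, the baseMean, is the authors' average of normalised counts over samples and is the same in every table. The log2 fold changes and standard errors are the authors' values, per the file headers, and their sizes look shrunken toward 0. The p-values and adjusted p-values are the authors' too, per the file headers. These tables come from another counting than the deposited count table. Across 10448 protein-coding genes, log2 mean count rose with log2 exonic length with a slope of 0.702 and fell with intronic length with a slope of -0.260. The authors' mean had slopes of 0.452 and 0.247. The ratio of the authors' mean to the mean count had a median of 0.704 in the eighth of genes with the lowest ratio of gene length to exonic length and 5.33 in the eighth with the highest. The count table therefore behaves as a count over exons, while PRO-seq signal also lies in introns, so the counts use part of the signal and weigh genes by exonic length.

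Total counts per library ran from 8441211 to 13069598. Mitochondrial genes took 58.7% to 78.7% of counts and ribosomal RNA genes 1.78% to 5.47%. Nuclear genes outside mitochondrial copies had 1940837 to 3531725 counts. No molecular identifiers are mentioned, so reads that copy the same molecule could not be told apart. Intervals on these shares from the counts would cover counting error only, so none are given.

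Counts were tested with the edgeR quasi-likelihood test (edgeR 4.0.16, R 4.3.3, limma 3.58.1), with TMM scaling and robust fitting. All 15 groups entered 1 fit, with 15 residual degrees of freedom and no covariate. The filterByExpr filter (minimum count 10, minimum total 15) kept 22919 genes. Each of 25 comparisons was adjusted by Benjamini-Hochberg with a threshold of 0.05. An interaction is the response to Dex after the inhibitor minus that without it. The common biological coefficient of variation was 10.6% and the median prior degrees of freedom 34.1. Standard errors were computed as the log2 fold change over the square root of the F statistic. CPM values were scaled by TMM. With 2 replicates per group, a single comparison of 2 groups by permutation could not reach the threshold, so gene tests rest on the spread shared over groups.

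Gene lists were fixed before the data were examined, namely glucocorticoid-induced, glucocorticoid-repressed, p53 target, interferon-stimulated and S-phase genes. They were tested with camera at a preset correlation of 0.01, adjusted over 34 tests, beside fry and an estimated correlation. Genes named in the text follow a rule fixed at the same time. It covers PRMT5, PRMT1, NR3C1, FKBP5, TSC22D3 and PER1. In 6 comparisons it adds the 3 largest rises and 3 largest falls among called genes with a mean of at least 5 CPM, with both treated samples beyond both comparison samples where 2 groups are compared. GNG11 and FZD5 fall outside it and were chosen after their values were seen.

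The procedure was tested on simulated data with 200 changed genes among 22919, drawn from the real means, library sizes and dispersions. For Dex at 3 h against untreated cells it called 7.58%, 55.2% and 86.6% of genes changed by 0.5, 1 and 2 on the log2 scale, and 4.76% of calls were false. For GSK591 at 7 days these were 7.58%, 47.8% and 86.6%, with 3.06% false. For the interaction of GSK591 with Dex at 3 h it called 0%, 23.9% and 70.1%, with 5.97% false. At this depth and replication, simulated interactions of 0.5 were thus not detected and most of those of 1 were missed. Genes at 0 counts in a group were given equal means in the simulated interaction, after a first version without this step gave more false calls. Comparisons that share control libraries were set beside 20 simulations of unchanged groups.

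Alternatives planned before the data were examined were DESeq2 size factors in edgeR, total counts as the only scaling, no filter on low counts (53080 genes), DESeq2 1.42.0, a fit of the compared groups alone, the replicate number as a block, and leaving out each replicate. A fit without mitochondrial and ribosomal RNA genes (22807 genes) and one with the processed-pseudogene share as a covariate were added after seeing the data. In the fits that leave out a library, an arm keeps 1 sample, so only fold changes are given. Tests of single explanations used 100000 permutations or 10000 random gene sets with seed 1. Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 prepared the tables and figures.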

Results

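Nascent transcription was measured by precision run-on sequencing (PRO-seq) in A549 cells, a human lung adenocarcinoma line. In this assay, engaged RNA polymerases extend their transcripts by a labelled nucleotide in permeabilised cells, so that the sequenced RNA reports ongoing transcription. The cells received dexamethasone (Dex, a synthetic glucocorticoid) at 100 nM, GSK591 (an inhibitor of the arginine methyltransferase PRMT5) at 1 µM, MS023 (an inhibitor of Type I arginine methyltransferases) at 1 µM, or combinations of these. The 30 libraries formed 15 groups of 2 replicates. These were untreated cells, Dex for 15 min or 3 h, Dex together with either inhibitor for 3 h, either inhibitor alone for 2, 4 or 7 days, and either inhibitor for 7 days followed by Dex for 15 min or 3 h. The sample labels give 0.01% DMSO for all groups, untreated cells included. The same untreated group served as the comparison for all treatment times. Total counts ran from 8441211 to 13069598 per library, with a median of 10141639.5. Counts on mitochondrial genes took 58.7% to 78.7% of these totals, which left 1940837 to 3531725 counts per library on nuclear genes outside mitochondrial pseudogene copies. Pearson's r of log2 CPM between the 2 libraries of a group, across 8412 genes, ran from 0.921 (Dex with MS023) to 0.984.

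**Figure D1:**
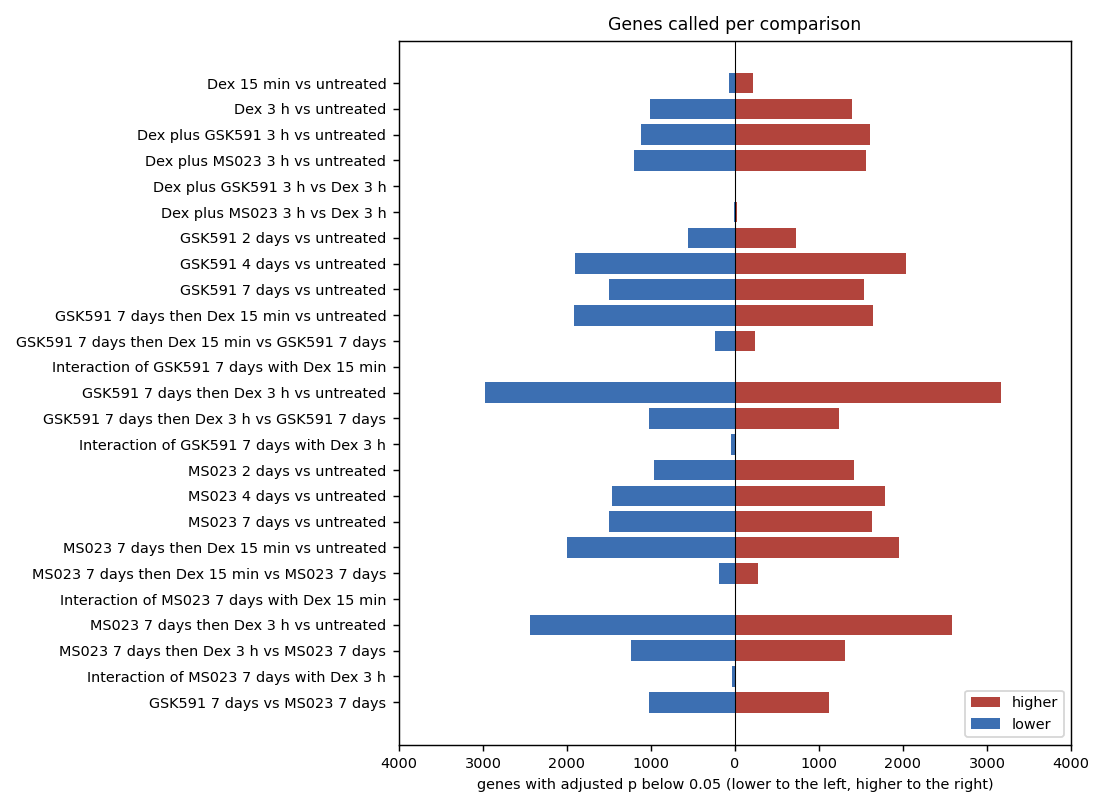
Number of genes with an adjusted p below 0.05 in each of the 25 comparisons (horizontal axis, genes; lower to the left in blue, higher to the right in red). The comparison of Dex with GSK591 against Dex alone has 0 genes, and 6136 genes differ between GSK591 for 7 days then Dex for 3 h and untreated cells.

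The first question was how transcription responded to Dex alone. After 15 min, 289 of the 22919 genes tested differed from untreated cells (220 higher, 69 lower), and after 3 h 2410 genes differed (1400 higher, 1010 lower). Of the alternatives, the processed-pseudogene share as a covariate moved the 15 min count most, to 419 genes, and scaling by total counts moved the 3 h count most, to 1259 genes with 81.9% of them higher. DESeq2 gave 212 genes at 15 min and 1522 at 3 h. The authors' deposited table lists 563 genes with an adjusted p below 0.05 at 15 min (451 higher) and 3501 at 3 h (1748 higher). Among 15155 genes found in both the count table and the authors' deposited table, 1821 were called here and 3170 by the authors at 3 h. Of these, 1184 were called in both, and 1177 had the same direction, which the shared libraries make likely. Spearman's rho of the fold changes was 0.655 across 10046 genes. The 15 min and 3 h comparisons share the untreated libraries. Their fold changes correlated with r = 0.385 across 8412 genes, below the 0.50 that simulated unchanged groups gave against the same controls, and 201 of the 208 genes called in both had the same direction.

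Fixed glucocorticoid-induced genes were examined first. FKBP5 (ENSG00000096060.14, chromosome 6, 35573585 to 35728583, minus strand, coordinates of GENCODE 29) stood at 5.40 ± 0.228 CPM (SD, n = 2) in untreated cells, 11.1 ± 2.35 CPM after 15 min and 40.3 ± 0.317 CPM after 3 h. Its log2 fold change at 3 h was 2.90 (SE 0.263, adjusted p = 8.87e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). At 15 min its log2 fold change of 1.04 did not pass the threshold (SE 0.295, adjusted p = 0.120, same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). FKBP5 passed at 15 min under 5 alternatives, among them DESeq2 (adjusted p = 0.0125) and no filter on low counts. The authors' deposited DESeq2 table, from another counting, lists FKBP5 as higher at 15 min (1.54, SE 0.124, adjusted p = 5.11e-34). TSC22D3 (ENSG00000157514.16, chromosome X, 107713221 to 107777342, minus strand) rose from 15.2 ± 2.45 to 113 ± 1.33 CPM (SD, n = 2) at 3 h, a log2 fold change of 2.89 (SE 0.133). Its exons overlap those of 1 gene on the opposite strand. PER1 (ENSG00000179094.15, chromosome 17, 8140472 to 8156506, minus strand) rose from 11.5 ± 0.357 to 49.5 ± 2.34 CPM (SD, n = 2) at 15 min and stood at 42.5 ± 3.08 CPM at 3 h. Its exons overlap those of 2 other annotated genes on the same strand. By the naming rule, AC026461.3 (log2 fold change 2.20), PER1 (2.10) and FGD4 (2.09) had the largest rises at 15 min. The largest falls were those of AC010271.1 (-1.20), SPACA6-AS1 (-1.19) and AJUBA (-1.18). AC010271.1 and SPACA6-AS1 overlap exons of genes on the opposite strand, and AJUBA overlaps those of 1 gene on the same strand, so their counts are uncertain. At 3 h, CDH16 (5.01, from 4 and 5 counts in the untreated libraries to 142 and 133), CIDEC (4.99) and TFCP2L1 (3.92) rose most. CIDEC had 2 and 5 counts in the untreated libraries, and its log2 fold change was 4.56 without the first of them and 5.69 without the second. GREM1 (-3.41), FLJ16779 (-3.35) and DIO2 (-3.14) fell most, and each of these overlaps exons of 1 gene on the opposite strand.

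**Figure D2:**
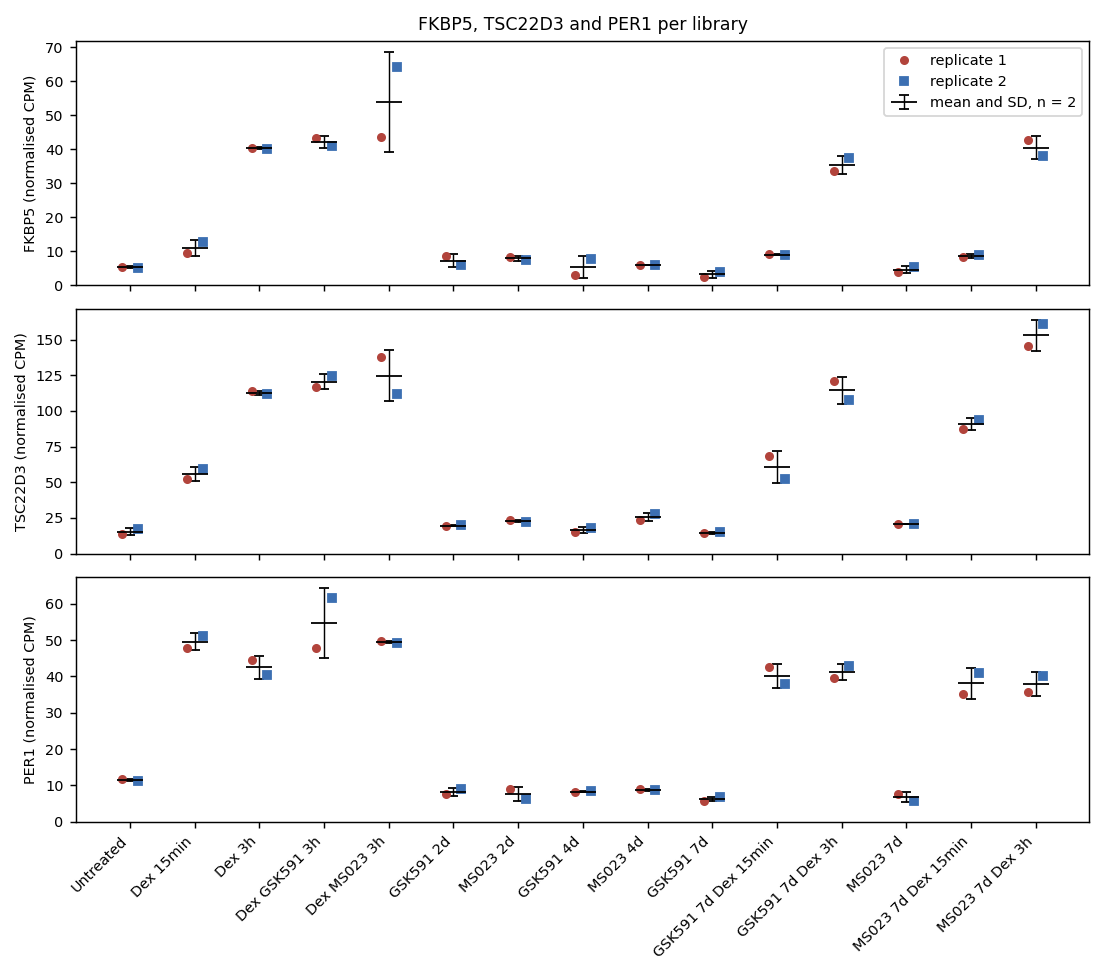
Normalised CPM (vertical axes) of FKBP5, TSC22D3 and PER1 in each of the 15 groups (horizontal axis). Circles and squares are the 2 replicates, and bars give the mean and SD. FKBP5 stood at 40.3 CPM after Dex for 3 h and 5.40 CPM in untreated cells.

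A list of 25 glucocorticoid-induced genes, fixed before the data were examined, had a median log2 fold change of 1.04 at 15 min (23 of 25 genes higher) and 1.28 at 3 h (24 of 25 higher). At 15 min 20 genes of the list were called over all genes and 23 adjusted over the list alone, and at 3 h 23 and 24. A list of 16 repressed genes, 14 of them tested, had a median of -0.04 at 15 min and -0.92 at 3 h. At 3 h 9 repressed genes were called over all genes and 11 adjusted over the list alone, and 3 and 4 at 15 min. Of the 3 called over all genes at 15 min, 1 was higher and 2 were lower, while the 9 at 3 h were all lower. The camera test, with Benjamini-Hochberg adjustment over 34 list tests, gave adjusted p = 2.15e-138 and 1.14e-81 for the induced list at 15 min and 3 h. For the repressed list it gave 0.0790 at 15 min and 4.14e-11 at 3 h. Under fry the 15 min value of the repressed list was 0.0223.

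The next question was whether an inhibitor given together with Dex changed the response at 3 h. Against untreated cells, 2721 genes differed with Dex and GSK591 (1608 higher, 1113 lower) and 2758 with Dex and MS023 (1556 higher, 1202 lower). Against Dex alone, 0 genes differed with GSK591, where 1306 genes had an unadjusted p below 0.05, and 45 with MS023 (31 higher, 14 lower). The count of 45 became 0 in a fit of these groups alone, where 1072 genes had an unadjusted p below 0.05, and 508 without the filter on low counts. The 2 libraries of Dex with MS023 had the lowest replicate correlation of all groups. The induced list had a median of 0.07 with GSK591 against Dex alone (16 of 25 genes higher, 0 called over all genes, 1 adjusted over the list alone, and 4 with an unadjusted p below 0.05) and 0.14 with MS023 (18 higher, 0, 0 and 4). The camera test gave adjusted p = 0.0233 and 0.0262 for these, and neither passed under fry (0.185 and 0.0777) or with an estimated correlation (0.281 and 0.283). The repressed list had medians of -0.06 and -0.12 (camera adjusted p = 0.890 and 0.613), with 0 genes called over all genes and 0 adjusted over the list alone in both, beside 0 and 1 with an unadjusted p below 0.05.

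Inhibitors were also given alone for 2, 4 or 7 days. With GSK591, 1292 genes differed from untreated cells at 2 days (731 higher, 561 lower), 3941 at 4 days (2043 higher, 1898 lower) and 3026 at 7 days (1532 higher, 1494 lower). With MS023 the counts were 2381 (1416 higher, 965 lower), 3247 (1788 higher, 1459 lower) and 3127 (1634 higher, 1493 lower). Scaling by total counts moved the counts with MS023 most, to 9228, 11285 and 16196 genes, with 99.5% of the last higher, and shifted the median of all genes at 7 days by 1.02. With GSK591 the counts under the alternatives ran from 661 to 2233 genes at 2 days, 2483 to 5292 at 4 days and 1135 to 4006 at 7 days. At 7 days 2149 genes differed between the inhibitors (1125 higher and 1024 lower with GSK591). At that time 1269 genes were called with both inhibitors against the shared untreated libraries, 1223 of them in the same direction. Fold changes of the inhibitors correlated with r = 0.595 across genes at 7 days, beside 0.510 in simulated unchanged groups, where 0 genes were called with both. At 4 days r was 0.724 beside 0.521, and at 2 days 0.739 beside 0.495. Genes are not independent replicates. The authors' deposited table lists 4204 genes for GSK591 and 3882 for MS023 at 7 days.

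Among the drug targets and the glucocorticoid receptor, PRMT5 did not differ at 7 days with GSK591 (log2 fold change -0.02, SE 0.199) or MS023 (-0.08, SE 0.187), and its exons overlap those of 1 gene on the opposite strand. PRMT1 was lower with GSK591 (-0.50, SE 0.111, adjusted p = 0.00102, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and with MS023 (-0.33, adjusted p = 0.0307, same test). Its exons overlap those of 1 gene on each strand. The fall was not particular to the inhibitors. PRMT1 was also lower after Dex alone for 3 h (-0.78, adjusted p = 6.26e-07, same test). The authors' deposited DESeq2 table gives -0.82 there (adjusted p = 1.46e-10). These comparisons share the untreated libraries. With scaling by total counts, PRMT1 rose by 0.69 and PRMT5 by 0.93 with MS023. The fall of PRMT1 with MS023 did not pass the threshold under DESeq2 or without the filter on low counts, and its fall with GSK591 did not pass under total-count scaling. The authors' deposited table gives PRMT1 -0.49 with MS023 (adjusted p = 8.40e-05) and -0.76 with GSK591 (adjusted p = 6.64e-09) at 7 days. NR3C1, the receptor gene, was higher at 7 days with MS023 (0.48, SE 0.109, adjusted p = 0.00158, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and not with GSK591 (0.03, SE 0.113). At 2 and 4 days of MS023, NR3C1 was not called (0.29 and -0.02, adjusted p = 0.0785 and 0.949, same test). The authors' deposited table gives NR3C1 0.11 with MS023 (adjusted p = 0.249) and -0.18 with GSK591 (adjusted p = 0.0383) at 7 days. There it was thus not called with MS023 and was lower with GSK591. The authors list NR3C1 as lower at 2 and 4 days of MS023 (-0.30 and -0.22, adjusted p = 0.000156 and 0.00620). Compared directly at 7 days, NR3C1 was lower with GSK591 than with MS023 (log2 fold change -0.45, SE 0.110, adjusted p = 0.00472, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). By the naming rule, the gene CPM (log2 fold change 3.12), ZNF467 (2.37) and LOC107985216 (2.19) rose most with GSK591 at 7 days. CPM and LOC107985216 overlap exons of other genes, CPM on both strands, so their counts are uncertain. Among the genes opposite CPM is MDM2, which belongs to the p53 list. PTMAP2 (-2.89), CEP128 (-2.60) and KIF14 (-2.56) fell most. CEP128 had 18 and 7 counts in the libraries with GSK591, and its log2 fold change was -3.32 without the first of them and -2.17 without the second. With MS023, NUPR1 (2.95), FGA (2.67) and CDKN1C (2.67) rose most, and HNRNPA3P5 (-3.47), PTMAP5 (-3.11) and PTMAP2 (-2.94) fell most. The rise of CDKN1C depended on the untreated libraries, where it had 28 and 9 counts. Its log2 fold change was 3.77 without replicate 1 of the untreated cells and 2.01 without replicate 2. PTMAP2, PTMAP5 and HNRNPA3P5 are annotated as processed pseudogenes. Their sequence resembles that of the parent genes, so their counts are uncertain.

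**Figure D3:**
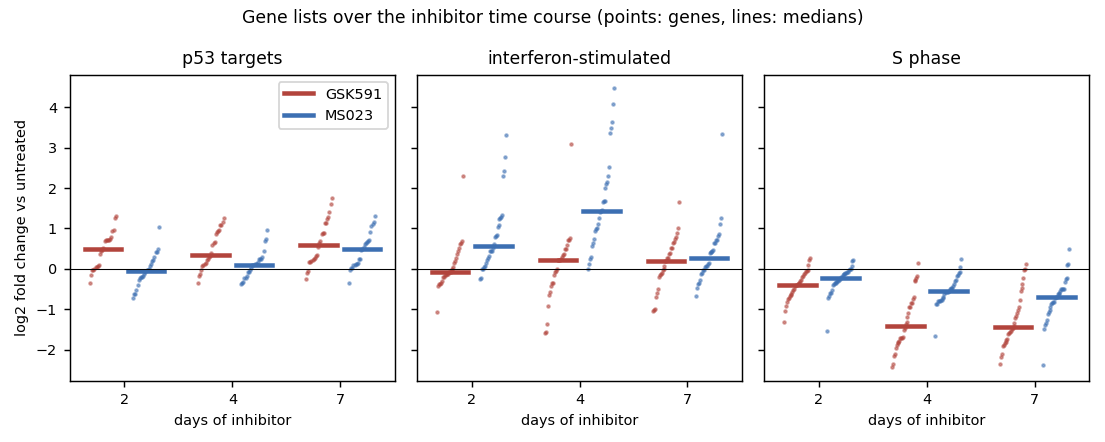
Log2 fold change against untreated cells (vertical axis) of the genes of 3 fixed lists after 2, 4 and 7 days of GSK591 (red) or MS023 (blue). Points are genes and lines are medians, and the S-phase median with GSK591 was -1.42 at 4 days.

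Fixed lists were tested over this time course. The list of 24 p53 target genes had medians of 0.49, 0.35 and 0.58 at 2, 4 and 7 days of GSK591 (20, 20 and 21 genes higher), with camera adjusted p = 3.82e-12, 1.50e-08 and 8.96e-16. With MS023 its medians were -0.05, 0.10 and 0.49 (9, 15 and 22 genes higher), with camera adjusted p = 0.741, 0.196 and 1.50e-08. The interferon-stimulated list, 28 of 30 genes tested, had medians of 0.57, 1.44 and 0.27 with MS023 (25, 27 and 19 genes higher), with camera adjusted p = 1.61e-08, 1.87e-30 and 0.147. With GSK591 its medians were -0.07, 0.21 and 0.19 (camera adjusted p = 0.788, 0.890 and 0.741). The S-phase list of 30 genes had medians of -0.39, -1.42 and -1.44 with GSK591 (3, 1 and 1 genes higher), with camera adjusted p = 2.93e-09, 4.38e-38 and 2.87e-39. With MS023 its medians were -0.23, -0.55 and -0.70 (5, 2 and 3 genes higher), with camera adjusted p = 0.000573, 2.30e-10 and 9.84e-18. Under total-count scaling the 3 S-phase medians with MS023 turned to 0.44, 0.20 and 0.31, where the median of all genes was 0.68, 0.74 and 1.02. In that scaling the S-phase test at 2 days of MS023 no longer passed (camera adjusted p = 0.257). At 4 days of MS023, 22 interferon-stimulated genes were called over all genes and 24 adjusted over the list alone. For p53 targets with GSK591 these counts were 10 and 13 at 2 days, 12 and 14 at 4 days, and 13 and 14 at 7 days, and with MS023 4 and 5, 3 and 3, and 12 and 15. For S-phase genes with GSK591 they were 7 and 8, 24 and 25, and 24 and 26, and with MS023 5 and 5, 14 and 17, and 17 and 24. Interferon-stimulated genes gave 8 and 10 at 2 days and 1 and 0 at 7 days of MS023, where 5 genes had an unadjusted p below 0.05. With GSK591 they gave 0 and 0 at 2 days, where 3 genes had an unadjusted p below 0.05, then 3 and 3, and 2 and 2. Of those called over all genes with GSK591, the 3 at 4 days and the 2 at 7 days were lower and 0 were higher, while the medians lay above 0. Of the 4 p53 targets called over all genes at 2 days of MS023, 1 was higher and 3 were lower. Under fry, the calls for p53 targets at 4 days of MS023 (0.0235) and interferon-stimulated genes at 7 days of MS023 (0.0102) were added. With an estimated correlation, the S-phase call at 2 days of MS023 was lost (0.0794). The other calls of these 3 lists held under both.

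Dex was then given after 7 days of inhibitor, to ask whether the inhibitor altered the response. Against untreated cells, GSK591 then Dex gave 3558 genes at 15 min (1639 higher, 1919 lower) and 6136 at 3 h (3163 higher, 2973 lower). MS023 then Dex gave 3942 (1948 higher, 1994 lower) and 5023 (2588 higher, 2435 lower). Against the inhibitor alone, Dex changed 480 genes at 15 min (245 higher, 235 lower) and 2258 at 3 h (1236 higher, 1022 lower) after GSK591. After MS023 it changed 474 (281 higher, 193 lower) and 2543 (1310 higher, 1233 lower). Fold changes at 3 h in cells without inhibitor and after GSK591, over the 2543 genes called after MS023, correlated with r = 0.826 across genes. The 1310 genes that were higher after MS023 had medians of 0.68 without inhibitor and 0.67 after GSK591, and these comparisons share no library. The interaction, the difference between the Dex response with and without inhibitor, was called for 51 genes at 3 h with GSK591 (9 higher, 42 lower) and 51 with MS023 (18 higher, 33 lower). At 15 min it was called for 1 gene with each inhibitor. Scaling by total counts gave 0 interaction genes in all 4 tests, where 914 and 1260 genes at 3 h and 1497 and 2955 at 15 min (GSK591 and MS023) had an unadjusted p below 0.05. Of the 51 genes with GSK591, 35 were among the 2410 genes called for Dex alone, and 27 of these had a smaller response after the inhibitor. With MS023 the numbers were 37 and 31.

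The induced list kept a median of 1.32 at 3 h after GSK591 (24 of 25 genes higher, 20 called over all genes and 23 adjusted over the list alone) and 1.63 after MS023 (24 higher, 21 and 22). Its interaction medians were -0.08 and -0.01 (camera adjusted p = 0.145 and 0.890), with 1 gene called over all genes and 8 adjusted over the list alone for GSK591, and 2 and 11 for MS023. The 1 gene called over all genes was lower with GSK591, and the 2 with MS023 were higher. The repressed list had medians of -0.92 after GSK591 (11 called over all genes, 12 adjusted over the list alone) and -0.98 after MS023 (12 and 12). Its interaction medians were 0.01 and -0.35 (camera adjusted p = 0.366 and 0.115), with 0 genes called over all genes and 3 adjusted over the list alone for GSK591 (5 with an unadjusted p below 0.05), and 1 and 6 for MS023. The 1 gene called over all genes with MS023 was higher, against the direction of the median. Under fry the value for MS023 was 0.0327. FKBP5 had log2 fold changes of 3.47 after GSK591 and 3.15 after MS023, TSC22D3 of 2.95 and 2.87, and PER1 of 2.72 and 2.49. Those of PER1 start from a lower level. Against untreated cells PER1 was lower at 7 days of GSK591 (-0.89, adjusted p = 0.000587, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and MS023 (-0.77, adjusted p = 0.000898, same test). FKBP5 was not called there (-0.76 and -0.25, adjusted p = 0.219 and 0.676, same test). The interactions of PER1 were 0.84 (adjusted p = 0.112) and 0.60 (adjusted p = 0.278) in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, and those of FKBP5 and TSC22D3 did not pass either. By the naming rule, the largest interactions with GSK591 at 3 h were AC026461.3 (1.76), ANXA6 (1.69) and MIR3189 (1.46), and H2BC3 (-1.48), CNN2 (-1.47) and H2AC4 (-1.34). AC026461.3 had 14 and 6 counts in the libraries with GSK591 alone, and its interaction was 2.38 without the first of them and 1.38 without the second. Histone genes such as H2BC3 and H2AC4 have near-identical copies, so their counts are uncertain, and CNN2 overlaps exons of 1 gene on the opposite strand. With MS023 they were RELB (1.67), AC245041.1 (1.60) and AK4 (1.49), and FGA (-1.58), AC027373.1 (-1.38) and ANPEP (-1.25). RELB stood at 11.4 ± 1.24 CPM in untreated cells and 2.86 ± 0.279 CPM after Dex, and at 4.54 ± 0.791 and 3.64 ± 0.280 CPM (SD, n = 2 each) in cells with MS023. FGA stood at 2.43 ± 0.0204 and 8.31 ± 0.874 CPM without inhibitor, and at 15.6 ± 2.11 and 17.8 ± 0.982 CPM (SD, n = 2 each) with MS023.

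**Figure D4:**
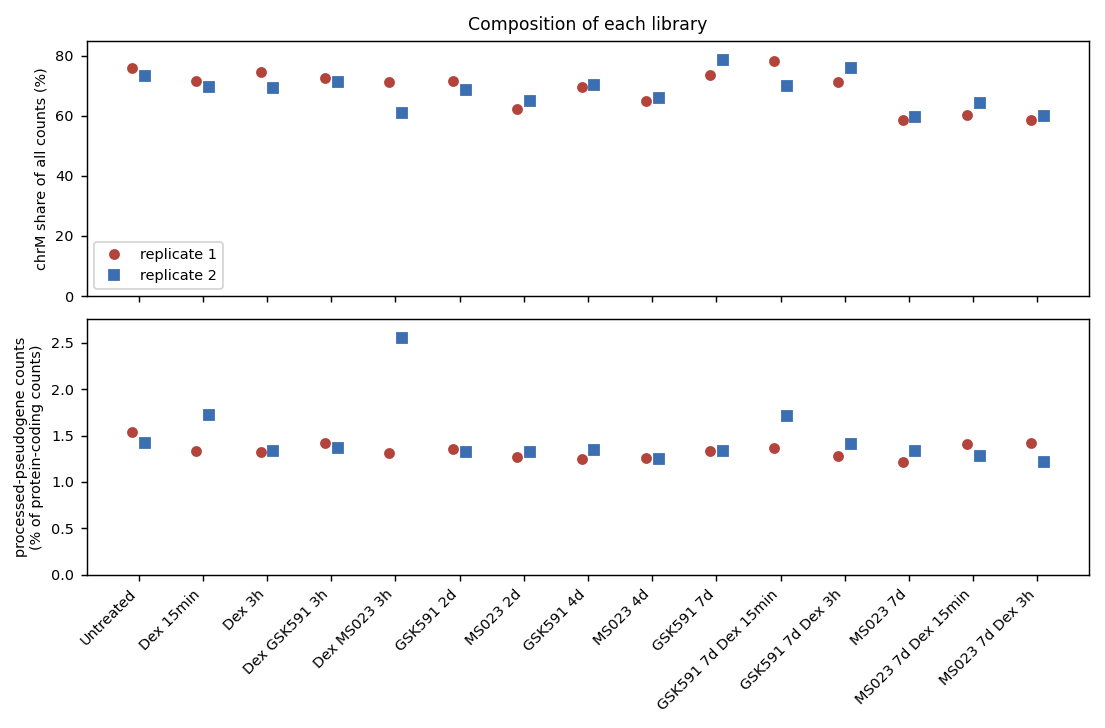
Share of counts on mitochondrial genes (upper panel, percent of all counts) and processed-pseudogene counts (lower panel, percent of protein-coding counts) for the 2 replicates of each of the 15 groups. Libraries with MS023 for 2 days or longer had mitochondrial shares from 58.7% to 66.1%.

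The composition of the libraries differed between the inhibitors. The mitochondrial share was 58.7% to 66.1% in the 10 libraries with MS023 for 2 days or longer and 68.5% to 78.7% in the 10 with GSK591. The mean difference was -10.8 percentage points (exact two-sided permutation p = 0.000257, exchanging libraries within each of 5 conditions, adjusted p = 0.000772 over 3 measures by Benjamini-Hochberg). The difference in total counts in the same comparison did not pass the adjustment (exact permutation p = 0.0499, adjusted p = 0.0748).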

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

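The tests of a trend with the processed-pseudogene share on the interaction genes, and the authors' value for the interferon-stimulated list between the inhibitors at 4 days, were chosen only after the result was seen. The 4 list differences were also picked after their medians were seen.

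The response to Dex for 3 h differed after GSK591 for 51 genes and after MS023 for 51 genes, by a test of the interaction, and 12 genes were in both sets. Both interactions use the same libraries of Dex for 3 h and of untreated cells, so this overlap is not independent evidence. With GSK591 the log2 interactions of the genes named by the rule were 1.76 (AC026461.3), 1.69 (ANXA6), 1.46 (MIR3189), -1.48 (H2BC3), -1.47 (CNN2) and -1.34 (H2AC4). With MS023 they were 1.67 (RELB), 1.60 (AC245041.1), 1.49 (AK4), -1.58 (FGA), -1.38 (AC027373.1) and -1.25 (ANPEP). A trend with the processed-pseudogene share of the libraries stays open. With that share as a covariate, 50 of the 51 genes with GSK591 and all 51 with MS023 were still called, among 103 and 168 calls. The slope of the covariate is set by differences within groups. The largest of these was that of Dex with MS023 (log2 ratio 0.958), a group outside these comparisons, so the test decides little. Counting over exons stays open. In the authors' deposited table, which counted otherwise, 100% of the 36 genes found there had the same sign with GSK591 and 94.4% of 36 with MS023. Over all 15155 shared genes the same sign was found for 62.1% and 63.4%. The interaction genes were chosen for their change in the same libraries, so chance deviations would be shared by both countings, and this decides nothing. Whether a single library made these sets stays open too. All 51 genes of each set kept at least 0.5 of their change without any 1 of the 8 libraries, but the genes were chosen from these libraries, which makes that outcome close to certain. For the same reason the preponderance of smaller responses, 27 of 35 and 31 of 37 genes, is not independent evidence. Both sets fell to 0 genes under total-count scaling (914 and 1260 genes with an unadjusted p below 0.05). An altered response to Dex after inhibition remains a hypothesis for these genes, and H2BC3 and H2AC4, members of a family of similar copies, were not separated from their copies.

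At 15 min the interaction was called for 1 gene with GSK591, GNG11 (log2 -1.36), and for 1 gene with MS023, FZD5 (1.26), both named after their values were seen. GNG11 stood at 19.7 ± 1.10 CPM after 7 days of GSK591 and 8.97 ± 0.446 CPM with Dex added, beside 10.9 ± 2.23 and 12.8 ± 0.255 CPM without inhibitor (SD, n = 2 each). FZD5 stood at 20.5 ± 1.51 and 41.1 ± 1.36 CPM with MS023, beside 14.9 ± 1.73 and 12.5 ± 2.21 CPM without (SD, n = 2 each). Both of the 2 genes were still called with the processed-pseudogene share as a covariate. The slope of that covariate rests largely on Dex with MS023, outside these comparisons, so that trend stays open as their cause. The call of GNG11 was lost under DESeq2, in a fit of the groups compared and under total-count scaling, and that of FZD5 under total-count scaling. Without any 1 of the 8 libraries the interaction of GNG11 ran from -1.59 to -1.18 and that of FZD5 from 1.09 to 1.45. Both genes were chosen from these libraries, so this does not settle whether a single library made them, and a biological explanation stays open.

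The interferon-stimulated list was lower at 7 than at 4 days of MS023, with a median log2 difference of -1.03 (0 of 28 genes higher, camera adjusted p = 6.44e-36 over the 4 list differences). Without replicate 1 of MS023 for 7 days the median was -0.84, with the processed-pseudogene share as a covariate -1.05, and in the authors' deposited table -1.76. Under total-count scaling the median was -0.75, with 3 of 28 genes higher. At 4 days the list was higher with MS023 than with GSK591, with a median of 1.48 (26 of 28 genes higher, adjusted p = 2.54e-47). Without replicate 2 of GSK591 for 4 days it was 1.32, with the covariate 1.53, and in the authors' deposited table it was 1.91. Under total-count scaling it was 1.80, with 27 of 28 genes higher. A single library and exon counting were thus argued against for both. The share trend was not settled, since the slope of the covariate rests largely on Dex with MS023, outside these comparisons. A transient rise of interferon-stimulated transcription with MS023 is a candidate explanation, and a difference between cultures handled at different times was not tested, since the labels give no batch and 1 untreated group served all times.

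The p53 list was higher with GSK591 than with MS023 at 2 days, with a median log2 difference of 0.47 (21 of 24 genes higher, camera adjusted p = 3.34e-18). Without replicate 1 of GSK591 for 2 days the median was 0.37, with the covariate 0.49, and in the authors' deposited table it was 0.43. Under total-count scaling it was 0.09. The S-phase list was lower with GSK591 than with MS023 at 4 days, with a median of -0.76 (1 of 30 genes higher, adjusted p = 6.23e-22). Without replicate 1 of GSK591 for 4 days it was -0.72, with the covariate -0.79, and in the authors' deposited table -1.07. Under total-count scaling it was -1.09. These values argue against a single library and exon counting. They do not settle the share trend, since the slope of the covariate rests largely on Dex with MS023. The 4 list differences kept their calls under fry (adjusted p up to 9.06e-08) and with an estimated correlation (up to 3.04e-05). A larger effect of GSK591 than of MS023 on the p53 list at 2 days and the S-phase list at 4 days remains a hypothesis, found and tested on the same libraries, and batch was not tested.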

How the results depend on the processing

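The fits without mitochondrial and ribosomal RNA genes and with the processed-pseudogene share as a covariate, and the 4 list differences, were chosen only after the result was seen. The cause of the changes below was not tested, except where the construction of an alternative shows it.

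With DESeq2 size factors in edgeR, and without mitochondrial and ribosomal RNA genes, all 25 counts of called genes stayed within 1.5 times the reported count and all 34 list tests kept direction and call. No filter moved 6 counts, the covariate 7, a fit of the groups compared 11, DESeq2 19 and total-count scaling 20.

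Total counts as the only scaling gave, for Dex at 3 h, 1259 genes. For Dex with MS023 they gave 4910 genes against untreated cells and 122 against Dex alone. GSK591 gave 1135 at 7 days, 1504 with Dex for 15 min and 3820 with Dex for 3 h. MS023 gave 9228, 11285 and 16196 at 2, 4 and 7 days, 13435 with Dex for 15 min and 15427 with Dex for 3 h. Dex after the inhibitor, against the inhibitor alone, gave 72 (15 min) and 1363 (3 h) for GSK591 and 71 and 1007 for MS023. GSK591 against MS023 gave 16029, and the 4 interactions 0 (1497, 914, 2955 and 1260 genes with an unadjusted p below 0.05). Mitochondrial counts make up most of each total, so this scaling moves nuclear genes as a whole. The median log2 fold change of all genes became 0.68, 0.74 and 1.02 at 2, 4 and 7 days of MS023, 0.87 and 1.00 with Dex added, 0.51 for Dex with MS023 (0.33 against Dex alone), 0.29 and 0.42 at 2 and 4 days of GSK591, 0.31 and 0.15 for Dex at 15 min and 3 h, 0.25 for Dex with GSK591 (0.12 against Dex alone), 0.18 and 0.21 for GSK591 then Dex for 3 h against untreated cells and GSK591, -0.15 for MS023 then Dex for 15 min against MS023, and -1.07 for GSK591 against MS023. In the interactions it was -0.27 and 0.05 with GSK591 and -0.47 and -0.17 with MS023, at 15 min and 3 h.

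The share of called genes that were higher moved as well, though not always with the median. For MS023 then Dex for 15 min against MS023 the median was -0.15, yet the share was 62.0% beside 59.3%. It was 99.6% beside 76.1% for Dex at 15 min, 81.9% beside 58.1% at 3 h, 91.4% beside 59.1% for Dex with GSK591, and 97.2% beside 56.4% for Dex with MS023 (98.4% beside 68.9% against Dex alone). For GSK591 it was 97.5% beside 56.6% at 2 days, 93.5% beside 51.8% at 4 days, 57.0% beside 46.1% with Dex for 15 min and 76.2% beside 51.5% with Dex for 3 h (91.7% beside 51.04% and 80.9% beside 54.7% against GSK591). For MS023 it was 99.2% beside 59.5%, 99.0% beside 55.1% and 99.5% beside 52.3% at 2, 4 and 7 days, and 99.4% beside 49.4% and 99.0% beside 51.5% with Dex. For GSK591 against MS023 it was 0.605% beside 52.3%. S-phase medians with MS023 reversed to 0.44, 0.20 and 0.31, which all lie below the median of all genes in that scaling. The S-phase test no longer passed at 2 days of MS023 (camera adjusted p = 0.257) and still passed at 4 and 7 days (0.000362 and 1.23e-06). The p53 list at 4 days of MS023 (0.84) passed, and with MS023 at 7 days PRMT5 (0.93) and PRMT1 (0.69) reversed. Of the other values for named genes, 17 no longer passed and 1 newly passed in this scaling, beside 2 and 1 under DESeq2, 1 and 1 without the filter, 1 and 1 in a fit of the groups compared, and 0 and 2 with the covariate.

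DESeq2 gave 1522 genes for Dex at 3 h, 1671 for Dex with GSK591 and 1707 for Dex with MS023. It gave 661, 2483 and 1834 at 2, 4 and 7 days of GSK591, and 2216 with Dex for 15 min. It gave 1344, 1869 and 1813 for MS023, and 2393 and 3330 with Dex. Dex after the inhibitor, against the inhibitor, gave 284 and 1391 for GSK591 and 264 and 1528 for MS023. The interactions gave 0 for GSK591 at 15 min (756 genes with an unadjusted p below 0.05) and 33 for MS023 at 3 h, and GSK591 against MS023 gave 1138.

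A fit of the groups compared, with fewer samples, gave 667 genes for Dex with MS023, and against Dex alone 0 for MS023 (1072 with an unadjusted p below 0.05) and 16 for GSK591. It gave 2233 and 4021 at 2 days of GSK591 and MS023, and 164 and 730 for Dex for 15 min after them. For the interactions it gave 0 (15 min; 1585 with an unadjusted p below 0.05) and 85 (3 h) for GSK591, and 4 and 150 for MS023. No filter gave 2 and 508 genes for Dex with GSK591 and MS023 against Dex alone, interactions of 17 and 109 for GSK591 and 7 and 125 for MS023, and a median of 0.13 for the induced list with MS023 against Dex alone, which no longer passed. The covariate gave 10 and 15 genes against Dex alone, interactions of 14 and 103 for GSK591 and 10 and 168 for MS023, and 733 for Dex for 15 min after MS023.

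The replicate number as a replicate block gave 114 genes for Dex with MS023 against Dex alone and 81 for the interaction of MS023 with Dex at 3 h, and changed no other count by over 1.5 times and no list call. Same-numbered libraries did not deviate together, with correlations from -0.485 to 0.537 (median 0.0168) over 105 pairs of groups, 26 of them over 0.1, so the numbers did not pair them.

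Under fry, the repressed list passed at 15 min (-0.038, adjusted p = 0.0223) and in the interaction of MS023 with Dex at 3 h (-0.35, 0.0327), as did p53 targets at 4 days (0.10, 0.0235) and interferon-stimulated genes at 7 days (0.27, 0.0102) of MS023. The induced list no longer passed for Dex with GSK591 (0.067) or MS023 (0.14) against Dex alone, under fry or an estimated correlation, nor did S-phase genes at 2 days of MS023 (-0.23) with an estimated correlation.

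Leaving out each library leaves 1 sample in an arm, so no call was made. Nearly all called genes kept their direction, but having been chosen from the same libraries they were bound to, which says little about stability. Of the leave-one-out values of the named genes, 246 stayed within 1 SD between replicates and 78 moved further. Sign changes occurred only in 3 results that were not called, namely PRMT5 with GSK591 at 7 days (-0.14 to 0.11) and TSC22D3 in the interactions with Dex 3 h of GSK591 (-0.11 to 0.22) and MS023 (-0.19 to 0.14). Those of CDKN1C with MS023 ran from 2.01 to 3.77, CEP128 with GSK591 from -3.32 to -2.17, CIDEC for Dex 3 h from 4.56 to 5.69 and AC026461.3 in the interaction of GSK591 with Dex 3 h from 1.38 to 2.38. Medians of the induced list ran from 1.04 to 1.17 for Dex 15 min, -0.13 to 0.077 for the interaction of GSK591 7 days with Dex 3 h, -0.22 to 0.045 for the interaction of MS023 7 days with Dex 3 h and 0.034 to 0.19 for Dex with MS023 3 h against Dex 3 h. Medians of the repressed list ran from -0.14 to -0.040 for Dex 15 min, -0.97 to -0.82 for Dex 3 h, -1.06 to -0.81 for GSK591 7 days then Dex 3 h against GSK591 7 days and -0.13 to 0.12 for the interaction of GSK591 7 days with Dex 3 h. For the same list they ran from -0.39 to -0.23 for the interaction of MS023 7 days with Dex 3 h, -0.13 to 0.047 for Dex with GSK591 3 h against Dex 3 h and -0.096 to 0.091 for Dex with MS023 3 h against Dex 3 h. Medians of p53 targets ran from 0.38 to 0.57 for GSK591 2 days, 0.32 to 0.48 for GSK591 4 days, 0.48 to 0.67 for GSK591 7 days and 0.35 to 0.55 for MS023 7 days. For the same list they ran from 0.37 to 0.53 for GSK591 2 days against MS023 2 days. Medians of interferon-stimulated genes ran from -0.24 to 0.1 for GSK591 2 days, 0.0068 to 0.11 for GSK591 4 days, 1.35 to 1.54 for MS023 4 days and 0.14 to 0.43 for MS023 7 days. For the same list they ran from -1.28 to -0.84 for MS023 7 days against MS023 4 days and 1.32 to 1.56 for MS023 4 days against GSK591 4 days. With 2 libraries per group, the simulated interaction of GSK591 called 0% of genes changed by 0.5 and 23.9% of those changed by 1, so the depth and replication limit what the interaction counts can show.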

Other observations

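All tests of this part were chosen after the result was seen, except that of polymerases short of distal exons and that of the signs in the authors' deposited table for the 45 genes.

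Of the 30 libraries, replicate 2 of Dex with MS023 had the highest processed-pseudogene share, and 45 genes differed between Dex with MS023 and Dex alone. With that share as a covariate 5 of the 45 genes were still called, but 1 library dominates the share, so that the covariate removes much of its group's effect. In the authors' deposited table, of the 37 genes found there, 78.4% had the same sign, beside 65.5% of all 15155 shared genes. Without that library 37 genes kept at least 0.5 of their change and all 45 kept their direction. The genes were chosen from these libraries, so neither value decides. A real effect of MS023 and a fault of this library cannot be told apart here.

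Mature RNA carried over into the libraries was considered as a source of the high processed-pseudogene share, and the evidence went both ways. Over the 15 groups, the log2 ratio of the share between the 2 libraries of a group correlated with that of the counts on 300 genes rich in exonic counts with r = -0.907 (permutation p = 5e-05, adjusted p = 0.00015 over 3 relations, Spearman's rho -0.793, p = 0.00058; r = -0.789 without the 2 farthest groups). This is the opposite of what carry-over predicts. Those 300 genes had a low mean in the authors' deposited table (median 38.4 beside 210 for the others), which made them a poor measure. A measure from 1174 parent genes of processed pseudogenes was then added. It gave r = 0.753 (permutation p = 0.0256, adjusted p = 0.0356), but rho was 0.254 (p = 0.361), and r fell to -0.108 without Dex with MS023 and Dex for 15 min. The question stays open. Low depth stays open as well. It predicts fewer nuclear counts in libraries with the higher share, where r was 0.592 (permutation p = 0.0356, adjusted p = 0.0356). Without the 2 farthest groups r was 0.536, so both values lay opposite to the prediction. But rho was 0.368 (p = 0.177). The lowest r over all pairs of groups left out was 0.0194, without Dex with MS023 and GSK591 then Dex for 15 min. The relation was thus too unsteady to decide.

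The lower mitochondrial share with MS023 than with GSK591 was not a matter of chance between libraries, since exchanging libraries within conditions gave an exact two-sided p of 0.000257. Dilution by mature nuclear RNA would raise the processed-pseudogene share, which differed by -0.0708 percentage points (exact p = 0.113), too little to decide. A change of mitochondrial transcription, of nuclear transcription as a whole, or of how permeabilised cells were prepared could each give this difference. Without a spike-in in the data used here, they cannot be told apart.

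At 15 min of Dex, elongating polymerases might not have reached the distal exons of long genes, which predicts a smaller 15 min response in longer genes at a given 3 h response. This was not borne out. Across 1112 genes the partial Spearman rho of the 15 min response with length was positive in all 3 backgrounds (0.165 without inhibitor, 0.237 after GSK591 and 0.193 after MS023). Genes without a 3 h response also rose with length at 15 min, with medians over 10000 random sets of 0.0813, 0.174 and 0.177. Of these sets 9995, 9920 and 7390 had a rho as low as the one observed, so that after MS023 the rise did not exceed the general one. What gave the general rise with length was not tested, and after MS023 it stays open as the source of the positive rho.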
